# Inhibition of Netosis with PAD Inhibitor Attenuates Endotoxin Shock Induced Systemic Inflammation

**DOI:** 10.3390/ijms232113264

**Published:** 2022-10-31

**Authors:** Huanling Yao, Guojie Cao, Zheng Liu, Yue Zhao, Zhanchao Yan, Senzhen Wang, Yuehua Wang, Zhengwei Guo, Yanming Wang

**Keywords:** PAD inhibitor, endotoxin shock, netosis, systemic inflammation, LPS, RNA-seq

## Abstract

Neutrophils play a pivotal role in innate immunity by releasing neutrophils extracellular traps (NETs). Excessive NETs are detrimental to the local tissue and further exacerbate inflammation. Protein arginine deiminases (PAD) mediate histone citrullination and NET formation that, in turn, exacerbate endotoxin shock damages. In this study, we further investigated the molecular mechanism underlying PAD and NETs in endotoxic stress in mice. The control group mice were injected with solvent, the LPS endotoxic shock group mice were intraperitoneally injected with LPS at 35 mg/kg only, while the LPS and PAD inhibitor YW3-56 treatment group mice were injected with YW3-56 at 10 mg/kg prior to the LPS injection. YW3-56 significantly prolonged the survival time of the LPS-treated mice. NETs, cfDNA, and inflammatory factors were detected by ELISA in serum, paitoneal cavity, and lung at 24 h after LPS administration. Lung injuries were detected by immunostaining, and lung tissue transcriptomes were analyzed by RNA-seq at 24 h after LPS administration. We found that YW3-56 altered neutrophil tissue homeostasis, inhibited NET formation, and significantly decreased cytokines (IL-6, TNFα and IL-1β) levels, cytokines gene expression, and lung tissue injury. In summary, NET formation inhibition offers a new avenue to manage inflammatory damages under endotoxic stress.

## 1. Introduction

Neutrophils are the most abundant white cells in circulating blood and form the first line of defense against invading pathogens [1]. Neutrophils express a diverse range of toll like receptors (TLRs) that recognize and respond to pathogen-associated molecular patterns (PAMPs) or damage-associated molecular patterns (DAMPs) [2]. Lipopolysaccharides (LPS) are primary membrane components of gram-negative bacteria, which bind to TLR4 to activate various immune responses [3].

Neutrophils play a pivotal role in killing and digesting bacteria and fungi at the infection site to prevent severe tissue damage and septic complications and help tissue repair. In addition to phagocytosis-mediated intracellular killing, neutrophils also mediate extracellular killing of bacteria via a chromatin-based neutrophil extracellular trap (NET) structure [4]. NETs are composed of genomic DNA and histones in addition to various antimicrobial factors, such as neutrophil elastase and myeloid peroxidase [5]. Although the antimicrobial functions of NETs are critical for host defense and innate immunity, NETs released into the tissues nonetheless damage surrounding health tissues and exacerbate local and systemic inflammation. As such, to control NET formation and clearance, homeostasis is important for individual health.

Peptidylarginine deiminases (PADs) are a family of peptidylarginine-modifying enzymes that convert arginine residues to citrulline [6]. The PAD protein family in humans and mice contains five members, including PAD1–4 and PAD6 [6,7]. PAD1 mainly regulates the cornification of epidermal cells [8]. PAD2 is found in many tissues, including muscles, brain, and secretory glands, and can regulate myelin basic protein, vimentin, and actin [6,7,9].

Of the five PAD family members, PAD4 is highly expressed in neutrophils and other myeloid lineage cells [10]. Histone hypercitrullination catalyzed by PAD4 plays a pivotal role in the formation of NETs, thereby regulating innate immunity to contribute to the bactericidal process [11]. On the other hand, excessive PAD4 activity also contributes to disease etiology involving NETs, such as malignant tumors and rheumatoid arthritis [12,13]. A role of NETs in endotoxic shock and sepsis is well established [14,15,16,17]. However, the mechanism by which PAD4 and its family members activate in severe endotoxin stress and systemic inflammation remains largely unknown. Luo et al. designed an irreversible substrate analogue covalent inhibitor Cl-amidine based on a chloroacetamidine warhead, which has an enzymatic IC50 of ~5.9 μM against human PAD4 [18]. To improve the cell membrane permeability and enzymatic activity of this inhibitor, our group has synthesized a series of compounds, including YW3-56, with higher membrance permeability and enzymatic inhibiton acitivity against human PAD4 with an IC50 about 1.19 μM [19].

Here, using a PAD enzyme inhibitor YW3-56 as a tool, we investigated the molecular mechanism underlying PAD and NETs in endotoxic stress in mice.

## 2. Results

### 2.1. Chloroacetamide Based PAD Inhibitor YW3-56 Inhibits Histone Citrullination and NET Formation

YW3-56 is designed based on a structural similarity with the substrate of PAD family peptidylarginine (Figure 1A) [19]. YW3-56 inhibits mouse PAD4 and human PAD4 with IC50 of 2.54 × 10^3^ nM and 1.19 × 10^3^ nM, respectively (Figure 1B), indicating it is an efficient PAD4 inhibitor. In addition to PAD4, the PAD family has three other active enzymes, including PAD1, 2, and 3. YW3-56 inhibited PAD1, 2, and 3 with IC50 of 1.45 × 10^3^ nM, 6.34 × 10^3^ nM, and 53.43 × 10^3^ nM, respectively (Figure 1C), indicating that YW3-56 inhibits all members of the PAD family at different degrees of efficacy.

We next tested the efficacy of YW3-56 to inhibit histone citrullination and netosis in human and mouse neutrophils. Human peripheral blood neutrophils from healthy donors showed very low levels of histone citrullination and NET formation (Figure 1D, top panels, Figures S1A and S2A, top panels). Upon treatment of calcium ionophore to increase the intracellular levels of calcium, a significant increase of histone citrullination was detected in human neutrophils (Figure 1D, middle panels, Figure S1A). It is notable that human neutrophils released extensively decondensed extracellular chromatin (Figure 1D, middle panels, denoted by arrows). In contrast, treatment with YW3-56 before calcium ionophore effectively inhibited histone citrullination, as well as netosis (Figure 1D, lower panels, Figure S1A). Furthermore, histone citrullination in mouse bone marrow neutrophils induced by calcium ionophore was also significantly decreased after YW3-56 treatment (Figure 1E, lower panels, Figure S1B). Although mouse bone marrow neutrophils undergo netosis, the degree of chromatin release and decondensation was much lower (Figure 1E, middle panels).

Upon treatment of LPS, an increase of histone citrullination was also detected in human neutrophils (Figure S2A, middle panels). In contrast, treatment with YW3-56 prior to LPS effectively inhibited histone citrullination as well as netosis (Figure S2A, lower panels). Furthermore, histone citrullination in mouse bone marrow neutrophils induced by LPS was also significantly decreased after YW3-56 treatment (Figure S2B, lower panels).

### 2.2. YW3-56 Decreased Endotoxin LPS-Induced Mouse Death and Serum NETs, cfDNA, TNFα, IL-6, IL-1β Levels

We found that LPS at 35 mg/kg dosage essentially induced mouse death at a rate of one hundred percent, with a median survival time of 22 h (Figure 2A). In contrast, administration of one dose of YW3-56 prior to LPS treatment decreased the lethality to 70%, and the median survival time was increased to 38 h (Figure 2A). We next analyzed the effect of YW3-56 on inflammation factors in the serum. IL-6 levels were increased to above 50 ng/mL in serum after endotoxic induction (Figure 2B). In contrast, IL-6 levels were decreased to below 20 ng/mL in serum with YW3-56 treatment before LPS administration (Figure 2B). Likewise, TNFα levels were dramatically increased to an average of 3.5 ng/mL in endotoxic stress response after LPS administration (Figure 2C), while YW3-56 pretreatment decreased serum TNFα to ~2 ng/mL (Figure 2C). IL-1β levels were increased to an average of 47 pg/mL in serum after endotoxic induction with LPS, and YW3-56 pretreatment before LPS administration decreased serum IL-1β to ~27 pg/mL (Figure 2D).

After netosis, neutrophils can release chromatin NETs into the circulating blood. In mice with LPS-induced endotoxin stress, serum NETs levels were greatly increased, while YW3-56 treatment prior to LPS administration decreased NETs levels (Figure 2E). Similarly, serum cell-free DNA (cfDNA) levels significantly increased in mice with LPS-mediated endotoxic stress (Figure 2F). The increase of cfDNA was suppressed in mice with YW3-56 pretreatment prior to LPS administration (Figure 2F). Moreover, serum NETs and cfDNA levels are correlated (Figure 2G), suggesting that netosis contributes at least partially to the cfDNA in the circulating blood.

### 2.3. YW3-56 Inhibited Netosis, Decreased TNFα, IL-6 and cfDNA Levels and Increased the Amounts of Neutrophils in Peritoneal Cavity

We next analyzed NET formation and inflammatory factors within the peritoneal cavity—the site of LPS administration. We detected an increase of histone citrullination and netosis of neutrophils obtained from peritoneal lavage fluid (PLF) after LPS treatment in immunostaining experiments (Figure 3A, middle panels). In contrast, YW3-56 treatment prior to LPS administration decreased histone citrullination and netosis of PLF neutrophils (Figure 3A, bottom panels). Inflammatory factors, IL-6 and TNFα levels in PLF were much increased after LPS endotoxic stress (Figure 3C,D). In contrast, YW3-56 treatment prior to LPS administration significantly decreased IL-6 and TNFα levels in PLF (Figure 3C,D). Since YW3-56 inhibited netosis, we further analyzed the amount of neutrophil in PLF using flow cytometry. Among CD45+ leukocyte in PLF, the percentages of Ly6g+ neutrophils were increased from ~2% in normal mice to ~18% after LPS endotoxin shock (Figure 3E,F). Remarkably, YW3-56 treatment in mice under LPS endotoxin shock further increased Ly6g+ neutrophils to ~42%. Although high amounts of neutrophils are present, PLF cfDNA levels were decreased in the YW3-56 and LPS double treatment group compared with the LPS endotoxin shock group of mice (Figure 3B). The above results support a notion that netosis inhibition increases the number of neutrophils in PLF while simultaneously decreasing the production of inflammation factors such as IL-6 and TNFα.

### 2.4. YW3-56 Inhibits Endotoxin Shock Induced Lung Inflammation

Systemic inflammation induced by septic shock often leads to lung injury thereby increasing lethality [20]. To analyze the effects of YW3-56 on lung inflammation, we performed pathology analyses of lung sections by H&E staining. The alveolar wall was thickened over two folds, and this increase induced by LPS was largely reversed by YW3-56 treatment (Figure 4A). Moreover, immunostaining of lung sections identified histone H3 citrullination positive nuclei in the LPS treatment group but rarely in lung sections of untreated or LPS and YW3-56 double treatment mice (Figure 4B). The levels of IL-6 and TNFα in bronchoalveolar lavage fluid (BALF) were increased after LPS endotoxin shock induction (Figure 4C,D). This increase of IL-6 and TNFα was much reduced in the LPS and YW3-56 dual-treatment group (Figure 4C,D). Taken together, the above results suggest that LPS treatment induced inflammation and lung tissue edema can be reversed by YW3-56 treatment.

### 2.5. YW3-56 Reversed the Expression of Inflammatory Genes Elevated in Lung Tissues by LPS

To further analyze the effects of YW3-56 on lung inflammation, we performed transcriptomic analyses of lung tissue by RNA-seq. 

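Lung RNA was sequenced from 3 control mice, 3 mice given LPS and 2 mice given LPS and YW3-56, an inhibitor of protein arginine deiminases. LPS was injected at 35 mg/kg, YW3-56 at 10 mg/kg shortly before it, and lungs were taken 24 h later. The methods give the control mice the solvent of YW3-56, but state none for the LPS group. An effect of the solvent can therefore not be parted from that of YW3-56 between dual-treated and LPS lungs. The paper's median survival with LPS alone was shorter than 24 h, so the LPS lungs may come from longer-lived mice. The methods describe 3 sequenced mice per group, while the Figure 5 legend and the labels of the libraries give 2 for the dual treatment, and these 2 were used. The control mice are numbered 1, 2 and 4, the LPS mice 1, 6 and 7, and the dual-treated mice 2 and 5. The authors trimmed the reads, aligned them to the mouse genome GRCm39 with Hisat2, counted them per gene with featureCounts and deposited the raw counts. The total counts per library were 19061949, 19796242 and 20527836 in the control group. They were 20818501, 19379911 and 19279724 in the LPS group, and 19875939 and 20908608 in the dual-treatment group. The files list 55416 genes, of which 32006 had a count in at least 1 library. The counts were normalized by edgeR's TMM method and expressed as CPM, and 18560 genes passed edgeR's expression filter. The TMM factors ranged from 1.06 to 1.08 in the control group, from 0.810 to 0.930 in the LPS group and from 1.09 to 1.11 in the dual-treatment group, so the choice of normalization could move the balance of up- and downregulated genes. The 3 groups were compared in 1 quasi-likelihood fit, with a fold change over 2 and an unadjusted p-value under 0.05 as the criterion for a DEG, as in the methods of the paper. Benjamini-Hochberg adjusted p-values are given beside it. Exact permutation tests cannot go below p = 0.1 with 3 mice against 3, or with 3 against 2.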

Initial exploratory data analysis by principal component analysis found that there was no overlap between the three groups (Control group, LPS group, LPS and YW3-56 dual-treatment groups), the internal data of each group was relatively reproducible (Figure 5A). 

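Over the 18560 genes, the first component of log2 CPM held 70.1% of the variance and the second 11.9%. On the first component the control mice lay at -81.7, -83.5 and -86.0, and the LPS mice at 112, 119 and 121. The dual-treated mice lay at -35.8 and -65.7, between the other groups. On the second component the dual-treated mice were at 73.9 and 48.9, and the other 6 mice between -37.5 and -0.68. The distance between the 2 dual-treated mice over all genes was 88.7, against a mean of 65.1 among control mice and 99.4 among LPS mice. The share of the first component moved most when each gene was scaled to unit variance, to 58.8%.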

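The 1000 genes with the largest variance of log2 CPM were clustered by complete linkage on row z-scores. When the tree of libraries was divided into 2 branches, 1 branch held the 3 LPS mice and the other held the control and dual-treated mice. When it was divided into 3 branches, LPS mouse 1 was parted from LPS mice 6 and 7, and the control and dual-treated mice still shared a branch. With Ward linkage, or with the genes chosen by DESeq2's variance-stabilized values, the 3 branches were the 3 groups. With average linkage or 500 genes they were not.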

Hierarchical clustering of the 1000 most variable genes also demonstrated clear separation of three groups samples (Figure 5B). The 1000 most variable genes showing expression changes among the three groups can be divided into four clusters (Figure 5B). 

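Divided into 4 clusters, the 1000 genes gave clusters of 427, 240, 181 and 152 genes. The 2 largest held 66.7% of the genes. With average linkage in place of complete linkage they held 95.8%.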

The majority of genes are in clusters 1 and 2. Genes in cluster 1 showed activation by LPS but less activation or repression after YW3-56/LPS dual treatment, while genes in cluster 2 showed strong repression by LPS but weak repression by YW3-56/LPS dual treatment (Figure 5B). 

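In the largest of these clusters, the mean z-score was -0.663 in control, 1.04 in LPS and -0.561 in dual-treated lungs. Within it the LPS mice differed, with 0.584 in mouse 1, 1.15 in mouse 6 and 1.38 in mouse 7. In the cluster of 240 genes the mean z-score was 0.594 in control, -1.08 in LPS and 0.732 in dual-treated lungs. In the cluster of 181 genes it was -0.961, 0.750 and 0.318, and in the cluster of 152 genes 0.873, -1.102 and 0.343, in the same order of groups. In the 181 genes the dual-treated mice differed from each other, with 0.628 in mouse 2 and 0.007 in mouse 5.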

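After each gene was centred over the 8 libraries, Pearson's r across genes between a dual-treated and a control library averaged 0.240 over 6 pairs, with a range from 0.0645 to 0.435. Between a dual-treated and an LPS library it averaged -0.531 over 6 pairs, from -0.687 to -0.391, so the ranges did not overlap. Spearman's rho averaged 0.311 and -0.555. Centring makes the values of different groups depend on one another, and genes are not independent replicates, so no p-value is given. The mean distance of the dual-treated libraries was 116 from the control libraries and 196 from the LPS libraries. On an axis running from 0 at the control mean to 1 at the LPS mean, dual-treated mouse 2 lay at 0.298 and mouse 5 at 0.148. With each gene scaled to unit variance the mean r with the control libraries fell to 0.0819.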

Gene expression patterns of the LPS and YW3-56 dual-treatment group are closely correlated with the control group than the LPS treatment group (Figure 5A,B).

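With LPS, 7450 of 18560 genes met the criterion against control, or 40.1%. With the dual treatment 1944 genes met it, or 10.5%. At a Benjamini-Hochberg adjusted p-value under 0.05 and the same fold change, edgeR's quasi-likelihood test gave 7279 and 1327 genes. When each LPS mouse was left out in turn, so that 2 LPS mice remained, at least 7122 genes met the criterion in LPS lungs, and at least 6725 of the 7450 met it again in the same direction.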

Differential expression analysis identified significant numbers of differential expressed genes (DEG) in LPS relative to control samples, but much fewer numbers of differential expressed genes in LPS and YW3-56 dual treatment relative to control samples. 6166 genes expression were significantly altered in the lung tissues of mice with LPS-induced endotoxin shock compared to control groups (Figure 5C,D). 

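Among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the groups, *Crct1*, *Krt16* and *Csf3* had the highest fitted log2FC with LPS. All had at most 1 count in any control library, so that only lower bounds can be given and their rank among all genes is not established. *Crct1* was at least 183-fold higher (adjusted p = 0.00903 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1, 494 and 886 counts in LPS mice 1, 6 and 7. *Krt16* was at least 176-fold higher (adjusted p = 0.00457 from the same test), with 4, 320 and 1004 counts in these mice. *Csf3* was at least 982-fold higher (adjusted p = 9.69e-06 from the same test). *Slc5a12*, *Dipk2b* and *Gm47732* had the lowest fitted log2FC and 0 counts in each LPS library, so that control lungs were at least 25.1-fold, 19.2-fold and 8.79-fold higher. Tests without a filter on low counts gave 8847 DEGs, and tests limited to genes with at least 10 counts in every library gave 4951.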

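Of the genes that met the criterion in LPS lungs, 3401 were upregulated and 4049 downregulated, so that 45.7% were upregulated. With library size in place of TMM normalization, 2537 were upregulated and 5223 downregulated, or 32.7% upregulated.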

Among them, 2871 genes were upregulated and 3295 genes were downregulated. However, there were only 1416 genes expression showing significant changes in the LPS and YW3-56 dual-treatment group when compared to control lungs (Figure 5C,E), of which, 951 genes were upregulated and 465 genes were downregulated. These results indicated that YW3-56 partially reversed the gene expression patterns induced by LPS, shifting the genes expression patterns in YW3-56/LPS treatment lungs tissues to those of normal lung tissue.

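In the dual-treatment group, 1307 genes were upregulated and 637 downregulated against control. With adjusted p-values, 974 were upregulated and 353 downregulated. Tests without a filter on low counts gave 2497 genes, and a test against a fold change of 2 with adjusted p-values gave 368. By the rule applied to the LPS contrast, *Stfa2*, *Stfa3* and *Cstdc5* had the highest fitted log2FC, with 0 counts in each control library, and were at least 167-fold, 109-fold and 94.3-fold higher. These genes belong to a family of close paralogs, between which the counting of reads could be split, so the value of each is uncertain. *Cd209a*, *Cyp1a1* and *Septin3* had the lowest. *Cd209a* had at most 2 counts in a dual-treated library and was at least 60.7-fold higher in control lungs, and the log2FC of the others was -4.08 and -3.48. Of all DEGs of the dual treatment, 704 did not meet the criterion in LPS lungs.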

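For the genes upregulated by LPS, the median log2FC was 1.86 in LPS and 0.404 in dual-treated lungs, both against control. Of these genes, 793 were also upregulated in dual-treated lungs, or 23.3%. For the genes downregulated by LPS, the median log2FC was -1.802 in LPS and -0.264 in dual-treated lungs. Of these, 345 were also downregulated in dual-treated lungs, or 8.52%. The dual treatment gave a smaller rise, or a fall, for 3126 of the genes upregulated by LPS, and a smaller fall, or a rise, for 3991 of the genes downregulated by it. In the direct comparison of dual-treated with LPS lungs, 3826 genes were upregulated and 2728 downregulated. By the rule applied to the LPS contrast, *Dipk2b*, *Gm47732* and *Kl* had the highest fitted log2FC there, and *Crct1*, *Acta1* and *Calm4* the lowest. *Dipk2b* and *Gm47732* had 0 counts in each LPS library, so their rank is not established. *Crct1* and the muscle gene *Acta1* belong to patterns that could not be told apart from neighbouring tissue. The log2FC of *Calm4* had a large standard error, as did those of *Crct1* and *Acta1*. Neighbouring tissue is therefore not excluded for *Calm4* either. From its results, the paper reasons that YW3-56 partially reversed the expression patterns induced by LPS and shifted them toward normal lung tissue.

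**Figure D1:**
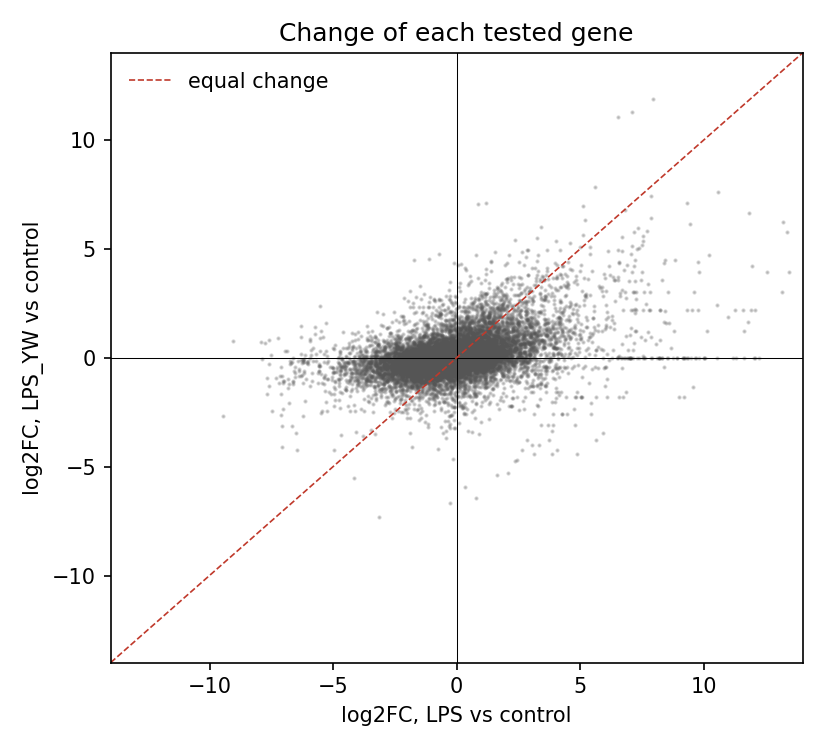
The log2FC of each of the 18560 tested genes in LPS lungs (horizontal axis) and in dual-treated lungs (vertical axis, LPS_YW), both against control; each point is a gene and the dashed line marks equal change. The genes upregulated by LPS have a median of 1.86 on the horizontal and 0.404 on the vertical axis.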

To further identify the genes whose upregulated expression induced by LPS was reversed by YW3-56, a total of 1789 genes were obtained from the intersection of upregulated genes in LPS compared to control samples and downregulated genes of LPS/YW3-56 dual treatment compared to LPS groups (Figure 6A). 

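The intersection held 2210 genes, which were 65.0% of the genes upregulated by LPS and 81.0% of those downregulated in dual-treated against LPS lungs. With adjusted p-values in both comparisons it held 2113 genes. Library size in place of TMM normalization gave 1524 genes, and a test against a fold change of 2 gave 1076. Among the 2210 genes, 1920 did not differ from control in dual-treated lungs by the criterion, 248 were still upregulated and 42 were downregulated. In 144 of the 2210 genes LPS mouse 1 was no higher than the highest control mouse.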

Gene ontology enrichment analysis demonstrated that the primary biological processes in these 1789 genes involved positive regulation of cytokine production, cytokine-mediated signaling pathway, response to molecule of bacterial origin, response to LPS, and cellular response to biotic stimulus (Figure 6B). Molecular function included receptor regulator activity, signaling receptor activator activity, receptor ligand activity, cytokine activity and cytokine receptor binding, and chemokine activity and chemokine receptor binding (Figure 6B). These 1789 genes were also annotated with KEGG. 

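Gene families defined by their symbols were compared with the reversed genes, against all tested genes as background. Of 35 chemokine ligands, 18 were among the reversed genes (51.4%, against 11.9% of all tested genes), an odds ratio of 7.89 (adjusted p = 5.28e-08 from a two-sided Fisher's exact test, Benjamini-Hochberg over 4 families). Of 24 interleukins, 13 were among them, an odds ratio of 8.79 (adjusted p = 1.3e-06 from the same test). Of 35 interleukin receptors, 10 were among them, an odds ratio of 2.97 (adjusted p = 0.00828 from the same test). Of 21 chemokine receptors, 5 were among them, an odds ratio of 2.31 that did not pass the threshold (adjusted p = 0.0957 from the same test), and over the alternatives tried its adjusted p from Fisher's exact test ran from 0.024 with DESeq2 calls to 0.0957. Members of a family are not independent of each other, which the test does not take into account.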

Enriched functional annotations included cytokine-cytokine receptor interaction, TNF signaling pathway, JAK-STAT signaling pathway, NF-kappa B signaling pathway, IL-17 signaling pathway, and Toll−like receptor signaling pathway (Figure 6C). 

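Of the 18 cytokines that the text lists for Figure 6D, 17 were tested. All 17 were higher in each LPS mouse than in each control mouse. They were also lower in each dual-treated mouse than in each LPS mouse. By chance 10% of genes would show no overlap between 3 mice and 3, and 20% between 3 and 2. The smallest rise was 1.51 on the log2 scale, for *Il15*, and the largest was that of *Csf3*, which was at the floor in control lungs. The changes from LPS to dual treatment ran from -1.16 for *Il1b* to -6.04 for *Il6*. *Il1f9* is listed in the annotation as *Il36g*. *Tnf*, which the figure shows but the text does not list, met the criterion in neither comparison. Its log2FC was 0.89 in LPS against control (adjusted p = 0.0268 from edgeR's quasi-likelihood test). From LPS to dual treatment it was -0.64 (adjusted p = 0.135 from the same test). Dual-treated mouse 2, at 10.1 CPM of *Tnf*, was above LPS mouse 7, at 9.43. *Ifnb1* had too few counts for the filter. It had at most 2 counts in any control library, 1 in any dual-treated library and 11 in any LPS library. Without the filter it was at least 3.50-fold higher in LPS than in control lungs (adjusted p = 0.0191 from edgeR's quasi-likelihood test) and at least 3.71-fold higher than in dual-treated lungs (adjusted p = 0.0122 from the same test). The 9 cytokine receptors rose by 1.41 (*Il1r1*) to 6.54 (*Il1r2*), and the 18 chemokines by 1.18 (*Cxcl14*) to 9.78 (*Cxcl9*). The largest change in these receptors after the dual treatment was -2.77 (*Il12rb2*), and in these chemokines -7.42 (*Cxcl10*). *Ccr7*, *Ccr8*, *Nfkbia*, *Myd88*, *Lbp* and *Traf6* moved in the same directions. All 53 tested genes of the list passed the threshold in both comparisons, whether p-values were adjusted over all genes or over the list. Since the list is made of the paper's own calls on these libraries, this shows no stability. In dual-treated lungs against control, 17 of the 53 were still upregulated by the criterion, 14 of them with p-values adjusted over all genes and 16 with p-values adjusted over the list, and 1, *Ccl17*, was downregulated. With library size only as the scaling, 6 of the 53 no longer met the fold change criterion from LPS to dual treatment, at a log2FC of -0.76 for *Lbp*, -0.77 for *Il1r1*, -0.83 for *Il1b*, -0.89 for *Myd88*, -0.93 for *Il36g* and -0.998 for *Il17ra*. Nor did *Cxcl14* in LPS against control, at 0.89. When an LPS mouse was left out, *Ccl4*, *Il1r1* and *Lbp* each missed it from LPS to dual treatment in 1 fit.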

The upregulated cytokines (*Il1a*, *Il1b*, *Il1rn*, *Il1f9*, *Il6*, *Il12a*, *Il15*, *Il17c*, *Il23a*, *Ifnb1*, *Ifng*, *Csf3*, *Lif*, *Osm*, *Gdf2*, *Gdf5*, *Gdf15*, *Inhbb*) and cytokines receptor (*Il1r1*, *Il1r2*, *Il2rb*, *Il12rb2*, *Il13ra1*, *Il15ra*, *Il17ra*, *Osmr*, *Edar*), chemokines (*Ccl3*, *Ccl4*, *Ccl5*, *Ccl11*, *Ccl17*, *Ccl19*, *Ccl20*, *Ccl22*, *Ccl28*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Cxcl9*, *Cxcl10*, *Cxcl11*, *Cxcl14*, *Cxcl17*) and chemokines receptors (*Ccr7*, *Ccr8)*, NF-kappa B, IL-17, and Toll-like receptor signaling pathway genes (*Nfkbia*, *Myd88*, *Lbp*, *Traf6*) were reversed by YW3-56 (Figure 6D). 

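*Elane* (ENSMUSG00000020125, chromosome 10 of GRCm39, 79722081 to 79724051) rose by 3.58 on the log2 scale with LPS (standard error 0.406, adjusted p = 4.52e-05 from edgeR's quasi-likelihood test). Its log2FC in dual-treated against LPS lungs was -4.16 (standard error 0.502, adjusted p = 0.000112 from the same test). *Mpo* (ENSMUSG00000009350, chromosome 11, 87684407 to 87695239) rose by 4.25 with LPS (standard error 0.498) and changed by -4.18 from LPS to dual treatment (standard error 0.584). *Ly6g* (ENSMUSG00000022582, chromosome 15, 75027089 to 75030982) rose by 5.16 with LPS (standard error 0.711) and changed by -2.75 from LPS to dual treatment (standard error 0.692). Counts of these genes were low, with at most 16 for *Elane*, 14 for *Mpo* and 17 for *Ly6g* in any control library. Genes of a list used for mature neutrophils parted. *Camp* changed by -2.96 from LPS to dual treatment (adjusted p = 0.0011 from the same test). *S100a8* changed by -0.08 (adjusted p = 0.81 from the same test) and *Retnlg* by 1.49 (adjusted p = 0.00579 from the same test).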

The upregulated neutrophils’ marker genes (*Elane*, *Mpo*) involved in NET formation and *Ly6g* induced by LPS were also reversed by YW3-56 (Figure 6D). 

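*Il6* (ENSMUSG00000025746, chromosome 5, 30218112 to 30224979) had 1.03 ± 0.336 TMM-normalized CPM in control (SD, n = 3), 106 ± 85.1 in LPS (SD, n = 3) and 1.62 ± 1.36 in dual-treated lungs (SD, n = 2). Its log2FC in dual-treated lungs against control was 0.65 (standard error 0.975, adjusted p = 0.706 from edgeR's quasi-likelihood test). *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748) had 11.6 ± 0.423, 3101 ± 1624 and 18.1 ± 14.3 CPM in the same groups, with a log2FC of 0.64 (adjusted p = 0.432 from the same test). *Elane* and *Mpo* had 0.337 ± 0.166 and 0.466 ± 0.210 CPM in dual-treated lungs, and their log2FC against control was -0.58 (adjusted p = 0.503) and 0.08 (adjusted p = 0.953 from the same test). *Csf3* (ENSMUSG00000038067, chromosome 11, 98592089 to 98594458) had at most 1 count in any control library. It had 139 ± 35.1 CPM in LPS lungs (SD, n = 3), and 7.21 and 0.439 in dual-treated mice 2 and 5. On average it was at least 27.0-fold higher in dual-treated than in control lungs, against a floor of 3 counts (adjusted p = 0.015 from the same test). *Cxcl9* (ENSMUSG00000029417, chromosome 5, 92469206 to 92475945) had 0.877 ± 0.356, 780 ± 174 and 18.8 ± 11.9 CPM, and its log2FC in dual-treated lungs against control was 4.40 (standard error 0.453, adjusted p = 0.000338 from the same test). *Ly6g* had a log2FC of 2.42 against control (standard error 0.770), with an unadjusted p of 0.0113 and an adjusted p of 0.0622 from edgeR's quasi-likelihood test. With dual-treated mouse 2 left out, the log2FC of *Il6* and *Cxcl10* against control was -0.66 and -0.56.

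**Figure D2:**
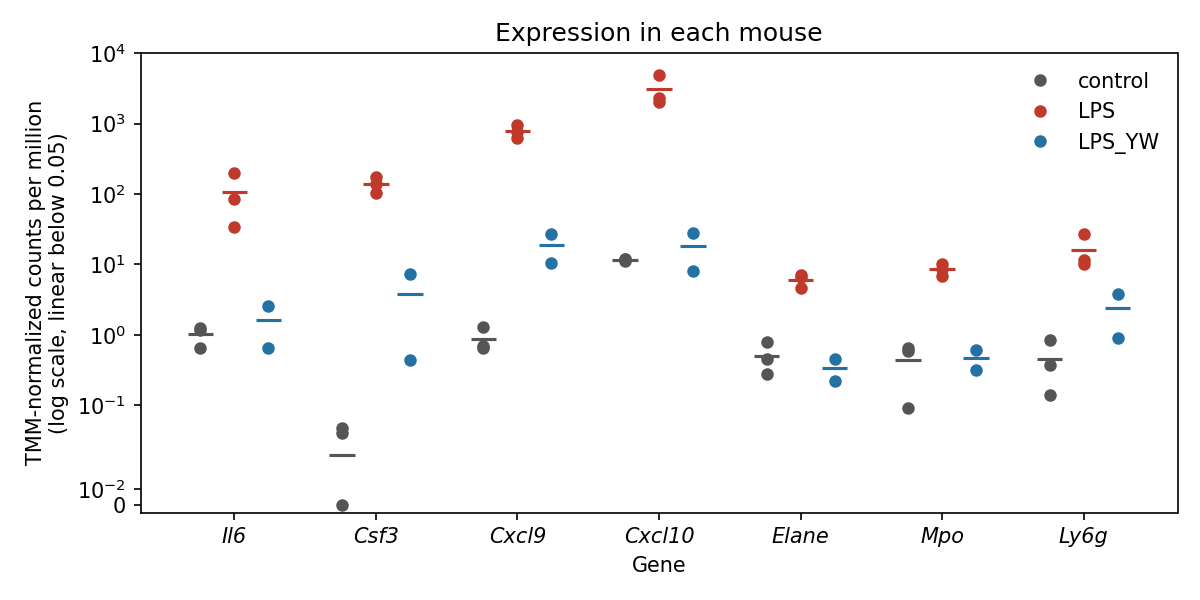
TMM-normalized CPM (log axis, linear below 0.05) of 7 genes in each control, LPS and dual-treated (LPS_YW) mouse; points are mice and bars are group means. *Cxcl9* lay at 10.4 and 27.2 in the dual-treated mice, above 1.29 in the highest control mouse and below 615 in the lowest LPS mouse.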

Consistent with this notion, genes highly expressed after LPS treatment, including cytokines *Il.-6* and *Csf3*, chemokines *Cxcl9* and *Cxcl10*, and neutrophil marker genes *Elane*, *Mpo* and *Ly6g*, were decreased after YW3-58 treatment to levels that are not significantly different from those in normal lungs (Figure 5D,E). Quantitative-PCR analysis confirmed that the upregulated genes by LPS (*Il6*, *Ccl2*, *Cxcl9*, *Cxcl10*, *Nfkbia*, and *Elane*) were reversed by YW3-56 (Figure 6E).

## 3. Discussion

Here, we found that inhibition of NET formation decreased inflammation in the peritoneal cavity at the LPS injection site, as well as in the blood and lung at the site distant from LPS injection. NETs inhibition leads to a higher number of neutrophils accumulated at the primary inflammatory sites and peripheral blood, while at the same time, leads to decreased TNFα, IL-6, and IL-1β production. Using RNA-seq and bioinformatics analyses, we analyzed the gene expression patterns in lungs of normal, LPS stimulated, and LPS-PAD4 inhibitor dual-treated mice. Gene expression analyses indicate that LPS-induced inflammatory gene expression profiles largely reversed after PAD inhibitor treatment.

Netosis increased inflammatory response by promoting the production of IL-6, TNFα, and IL-1β in serum, peritoneal cavity, and lungs (Figure 2B–D, Figure 3C,D and Figure 4C,D). In contrast, netosis inhibition by a pan PAD inhibitor YW3-56 reversed the inflammatory factor production and alleviated the complications caused by endotoxic shock caused by LPS (Figure 2B–D, Figure 3C,D and Figure 4C,D).

Not only in the LPS administration site—the peritoneal cavity—did chemotaxis lead to an increased number of infiltrating neutrophils (Figure 3F), but also in peripheral blood, the proportion of neutrophils increased (Figure S3A). It has been reported that the number of peripheral lymphocytes is significantly reduced because of apoptosis in sepsis models and patients [21]. Our results show that the apoptosis of neutrophils decreased after LPS treatment, and YW3-56 treatment did not affect the apoptosis (Figure S3B,C). HMGB1 (high mobility group protein B1), which is the first molecule identified as DAMPs, could activate innate immune cells to propagate pro-inflammatory signaling cascades and induce recruitment of neutrophils to the site of tissue injury [22,23,24]. HMGB1 levels in serum increased after LPS treatment (Figure S4), which is consistent with that of septic patients [25,26]. This indicates that LPS treatment decreases neutrophils apoptosis but increases neutrophils infiltration; more neutrophils undergo netosis, producing NETs and aggravating the systemic inflammatory response. While YW3-56 treatment did not reverse neutrophils increase of peritoneal cavity and peripheral blood caused by LPS, it depressed the activation of neutrophils by inhibiting NET formation, and strikingly decreased TNFα, IL-6, IL-1β, NETs, and cfDNA levels in serum and in the peritoneal cavity, and ultimately alleviated systemic inflammation in LPS-treated mice.

Moreover, inflammation response at the lung induced by LPS endotoxic shock was also attenuated after YW3-56 treatment (Figure 4). Although Liang et al. have demonstrated YW3-56 could reduce NET formation in mouse lungs following LPS exposure [27], they did not elucidate the relationship between NET formation and systemic inflammation. We further studied this pathway from the following aspects. YW3-56 significantly decreased the levels of inflammatory factors TNFα, IL-6, and IL-1β in the serum, BALF, and PLF caused by LPS. Our RNA-seq results further showed that molecule signatures associated with LPS-induced endotoxic shock were largely reversed after YW3-56 treatment in the lung. This indicates that YW3-56 can not only prevent neutrophil netosis by inhibiting the PAD4 activity, but also depress the transcription level of lung inflammatory cytokines, and reduce the systemic inflammatory response in endotoxin shock induced by LPS, thus improving the survival rate of endotoxin shock mice.

Of PAD family members, PAD4 has a nuclear localization signal and localizes mainly to the nucleus to exert its regulatory functions to the chromatin. Our previous studies have found that histone citrullination plays a pivotal role in chromatin decondensation to form NETs [28]. In the PAD4 knockout mouse, we found a lack of NET formation after stimulation with LPS, phorbol myristate acetate (PMA), and calcium ionophore [11]. To date, PAD4 and NETs were found to play a role in etiology of many diseases, including I/R injury of heart, liver, kidney, and intestine, slower wound healing in diabetic mice, and in lung and heart fibrosis of ageing mice [29,30,31,32,33,34].

NETs formed at the site of infection are important for antimicrobial functions. However, an excessive amount of NETs exacerbates local inflammation and tissue damage. As such, the NET formation process must be maintained at a balance of its production and clearance. Various upstream stimulators, including LPS, TNFα, IL-8, and PKC agonists, can activate NET formation [4,35,36]. NETs released to the extracellular space are subject to degradation by DNase to ameliorate their proinflammatory functions [37]. Defects in NET formation and clearance lead to human diseases, such as chronic granulomatous disease (CGD) [38] and atherosclerosis [39], respectively.

LPS binds to TLR4 and activates a cascade of downstream-signaling events that can lead to NET formation and the expression of pro-inflammatory cytokines [40,41]. We found here that PAD inhibitor YW3-56 treatment prevented lethal endotoxin shock induced by LPS administration. YW3-56 inhibits NET formation as well as decreases the levels of inflammatory cytokines detected in the blood, primary, and secondary inflammation sites, including the peritoneal cavity and the lung, respectively. In conclusion, NET inhibition offers a potential treatment strategy for acute and systemic inflammation-associated diseases.

## 4. Materials and Methods

### 4.1. Healthy Blood Donors

Healthy donors were mainly composed of 20–50 year old adults (Table S1). All donors signed and dated an information consent form according to a protocol approved by the Biomedical Scientific Research Ethics Subcommittee of Henan University (HUMSOM-2018-377).

### 4.2. Animals and LPS-Induced Lethal Endotoxic Shock

Female C57BL/6J mice (6–8 weeks old, weighing 17–22 g) were purchased from Beijing Charles River Experimental Animal Technology Co., Ltd. (Beijing, China). All animals were housed in barrier cages under standard laboratory conditions free of specific pathogens and controlled environmental conditions (12/12 h of light/dark cycle, 55 ± 5% humidity, 23 °C) for at least 5 days with food and water ad libitum before the experiment. All experiments were performed in compliance with the animal welfare and research regulations. The animal protocol for this study was approved by the Institutional Animal Care and Use Committee of Henan University.

The mice were randomly divided into three groups (*n* = 6–11/group): (1) Control groups: mice were intravenous injected with dimethyl sulfoxide (DMSO) through the tail vein, followed by intraperitoneal injection with normal saline (NS) after a half-hour. (2) LPS groups: mice were injected with LPS (35 mg/kg, dissolved in NS). (3) LPS + YW3-56 groups: mice were injected with PAD inhibitor YW3-56 (10 mg/kg) which is dissolved in DMSO (0.5 μL/g mouse body weight) at a half-hour before LPS administration. The total number of animals used in the experiment was 219.

In survival observational studies, mice were monitored for 10 consecutive days, then euthanized with chloral hydrate at the endpoint of observation, or whenever they were found moribund. In non-survival studies, animals that received the same treatments as described above were euthanized by chloral hydrate at 24 h after LPS administration. Blood samples were collected from euthanized mouse hearts and kept at room temperature (RT) for 1 h to allow blood clotting. Serum was separated from the clotted blood by centrifugation (3000× *g*, 4 °C) for 20 min, and then stored immediately at −80 °C for further analysis. Lung tissues were harvested and stored at −80 °C for RNA extracting, or fixed in 4% paraformaldehyde in PBS buffer containing 0.1% Triton X-100 for tissue section and immunostaining.

### 4.3. Reagents

Lipopolysaccharide (LPS, L6368), dimethyl sulfoxide (DMSO, MKCP0356), Histopaque-1119 (RNBH0536), 4′,6-diamidino-2-2phenylindole (DAPI, D9542), A23187 (C9275), Nα-Benzoyl-L-arginine ethyl ester hydrochloride (BAEE, B4500), phenylmethanesulfonyl fluoride (PMSF, P7626) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Percoll (17-0891-09) were from the GE Healthcare company (Uppsala, Sweden). Human PAD1 (10784), PAD2 (10785), PAD3 (10786), PAD4 (10500), and mPAD4 (28910) were purchased from Cayman Chemical (Ann Arbor, MI, USA). YW3-56 was synthesized according to previous methods [19] and the purity is >90% estimated by SDS-PAGE. All other inorganic salts reagents were analytically pure and purchased from Solarbio. Roswell Park Memorial Institute (RPMI) 1640 medium (11835030) and fetal bovine serum (FBS) were purchased from Gibco (Grand Island, NY, USA). Rabbit anti-H3cit (2,8,17) (ab5130), Mouse anti-PAD4 (ab128086), Rabbit anti-H3 (ab1791), and anti-rabbit IgG Alexa fluor 568 (ab175471) were purchased from Abcam (Waltham, MA, USA). Mouse anti-GAPDH (60004-1-Ig) were purchased from Proteintech (Wuhan Sanying, Wuhan, Hubei, China). HRP-conjugated anti-rabbit (111-035-003) and HRP-conjugated anti-Mouse (115-035-003) were from Jackson company. APC-labeled anti-mouse CD45 monoclonal antibody (17-0451-82) and FITC-labeled anti-mouse Ly6g monoclonal antibody (11-9668-82) were purchased from Invitrogen (ThermoFisher Scientific, Waltham, MA, USA). APC-labeled anti-human CD16 antibody (#60041AZ) and FITC-labeled anti-human CD66b antibody (#60086FI) were from STEMCELL Technologies.

### 4.4. PAD4 Functional Assay

PAD4 was diluted to 30 nM in assay buffer (20 mM Tris-HCl, 50 mM NaCl, 0.5 mM CaCl_2_, 2 mM DTT, 1 mM PMSF (phenylmethanesulfonyl fluoride), pH 7.6) and added to wells containing various concentrations of compound or DMSO vehicle (0.2% final) in a 96-well transparent plate. Following 60 min preincubation at 37 °C, the reaction was initiated by the addition of substrate BAEE (2.0 mM in final Assay Buffer) and reacted for 90 min at 37 °C. The reaction was quenched by adding 25 μL HClO_4_ solution (5.0 M). After 5 min, 125 μL reagent A (0.2 g diacetyl monoxime and 0.6 g NaCl dissolved in 40 mL H_2_O) and 250 μL reagent B (0.2 g antipyrine, 60 mg FeCl_3_, 10 mL H_2_SO_4_ and 10 mL H_3_PO_4_ dissolved in 20 mL H_2_O) were mixed and the mixture boiled at 100 °C for 30 min, cooled in an ice bath for 5 min. Then absorption at 465 nm was measured by a microplate reader (SynergyTM Neo2, BioTek, Winooski, VT, USA).

### 4.5. Human Blood Neutrophils Isolation

Human neutrophils were obtained from peripheral blood of healthy donors, as aforementioned. Neutrophils were isolated using Histopaque-1119 (Sigma) and Percoll Plus (GE Healthcare, Uppsala, Sweden) gradients, as described [42]; a method that causes minimal activation of neutrophils during isolation. CD66b and CD16 double positive cells by flow cytometry (Figure S5A) and cells with a typical lobulated nuclear morphology by Wright–Giemsa staining (Figure S5B) were identified as neutrophils. The purity of cells was >95%, as shown in both experiment methods. All human blood neutrophils experiments were performed as described above.

### 4.6. Mouse Bone Marrow Neutrophils Isolation

Bone marrow neutrophils were isolated from mice tibias and femurs. Briefly, tibias and femurs were removed and stripped of their muscles. The bone marrow was flushed using PBS buffer, and cell aggregates were disrupted via filtration through a 70-μm cell strainer. Neutrophils were separated by density centrifugation according to the kit instructions (LZS1100, Tianjin, China). Erythrocytes were removed by treatment with erythrocyte Lysing Buffer (0021536, BD Biosciences, Haryana, India).

### 4.7. Immunocytochemistry Staining

Sterile 13 mm round glass cover slips treated with polylysine were placed into 24-well cell culture plates [42]. 2 × 10^5^ isolated human or mice neutrophils were seeded in 500 μL RPMI 1640 medium (containing 2% heat inactivated FBS) or Lock’s solution [43] (10 mM HEPES-HCl 7.3, 150 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 0.1% glucose) per well and incubated for 2 h with the PAD4 inhibitor YW3-56, or not in CO_2_ incubator at 37 °C. Cells were stimulated with ionomycin A23187 (5 µM) for 2 h and then instantly fixed in 4% paraformaldehyde (PFA) in PBS buffer containing 0.1% Triton X-100. Images of NETs were obtained by staining with rabbit anti-H3Cit (2,8,17) (1:1000, Abcam, ab5103) and anti-rabbit IgG Alexa fluor 568 (1:500, Abcam, ab175471) antibodies, and then captured at excitation 578 nm/emission 603 nm. Nuclear DNA was visualized by DAPI (1:10,000) staining and captured using an inverted fluorescence microscope (Zeiss) at excitation 365 nm/emission 445 nm.

### 4.8. Immunohistochemistry and H & E Staining

Animals were euthanized at 24 h after treatment, and the left and right lung tissues were respectively harvested for immunostaining (*n* = 3) and RNA sequencing (*n* = 3). For staining, the lungs were fixed in 4% PFA for 24 h, and then washed 3 times in PBST (0.1% TritonX-100) for 15 min each time. For section preparation, fixed lungs were immersed successively in 10%, 20%, and 30% sucrose solution overnight, as described [44]; then were embedded by OCT (optimum cutting temperature compound) at −20 °C. Sections of 12-µm-thickness were prepared using a cryostat microtome, and were stained by fluorescence antibodies, as described above, or hematoxylin and eosin (H&E) according to standard protocols [43] and based on the manufacturer’s instructions.

### 4.9. Peritoneal Lavage Fluid (PLF) and Bronchoalveolar Lavage Fluid (BALF) Collection

To analyze the levels of inflammatory factors in PLF and BALF, mice (*n* ≥ 4 per group) were anaesthetized at around 24 h after treatment by intraperitoneally administrating 3 mL cold PBS and gently kneading the abdomen for 3~5 min, and then, PLF was collected. About the same time, BALF was collected by intratracheal administration of 1 mL cold PBS into the lung and pumped back and forth gently 3 times. The PLF and BALF were centrifuged (600× *g*, 10 min, 4 °C), of which the supernatant was collected for cytokines (TNFα, Il-6, IL-1β) and cell-free DNA (cfDNA) detection. The erythrocytes in the precipitation were removed by erythrocyte lysates. The remaining cells were resuspended in PBS (containing 3% BSA) for flow cytometry detection.

### 4.10. Quantitative Real-Time Reverse Transcriptase Polymerase Chain Reaction (RT-PCR)

Total RNA was extracted from lung tissues using TRIzol reagent (15596026, Invitrogen, Carlsbad, CA, USA) at the indicated time points, following LPS administration. cDNA was synthesized from 1 μg RNA by SweScript RT I Enzyme Mix (Servicebio, G3330, Wuhan, China) through incubation for 30 min at 50 °C and 5 s at 85 °C. Each sample was prepared in triplicate in a total reaction volume of 20 μL. cDNA was used after 20-fold dilution in later PCR analyses. Real-time PCR was performed using the SYBR Green qPCR Master Mix (Servicebio, G3321, Wuhan, China). The PCR amplification was performed 2 min at 95 °C for 1 cycle, 5 s at 94 °C, 5 sec at 55 °C and 5 s at 72 °C for 40 cycles, and 30 s at 72 °C for 1 cycle. All reactions were performed using a Quant Studio 5 Real-Time PCR system. Primer sequences were listed in Table S2. Beta actin was used as an internal control gene, and relative gene expression was calculated using the comparative threshold cycle (*Ct*) method by the following equation:

$$2^{-\Delta \Delta Ct}=2^{-(\Delta Ct1-\Delta Ct2)}=2^{-[(T-C)-(U-C)]}$$

### 4.11. Western Blot Analysis

Western blot analyses were performed essentially, as described previously [43]. 3 × 10^6^ isolated human or mice neutrophils that were treated with A23187 only or both YW3-56 and A23187, as described above, were homogenized in IP buffer (20 mM Tris-HCl, [pH 8.0], 150 mM NaCl, 10 mM EDTA, 0.2% Triton X-100, 0.2% NP-40, 1 mM PMSF, 1.5 μg/mL aprotinin, 1 μg/mL Leupeptin, 1 μM Pepstain). The concentration of total proteins was quantified by the Bradford method. Then, 20 μg total proteins were separated in 13% SDS-PAGE gels and electro transferred to nitrocellulose or PVDF membranes and blocked for 30 min with 5% fat free dry milk in TBST (1 × TBS with 0.1% Tween 20) before the primary antibodies were applied. Antibodies used in Western blot were Mouse anti-PAD4 (1:5000, Abcam, ab128086), Rabbit anti-H3Cit3 (1:10,000, Abcam, ab5103), Rabbit anti-H3 (1:10,000, Abcam, ab1791), Mouse anti-GAPDH (1:6000, Proteintech, 60004-1-Ig), HRP-conjugated anti-rabbit (1:10,000, Jackson, 111-035-003), HRP-conjugated anti-Mouse (1:10,000, Jackson, 115-035-003). After overnight incubation at 4 °C with primary antibodies and washing, corresponding HRP-conjugated secondary antibodies were incubated for 2 h at room temperature, followed by washing. The HRP signals were detected by enhanced chemiluminescence reagents and imaged by a super-sensitive multifunctional imaging instrument (Amersham Imager 680UV, GE).

### 4.12. NETs, cfDNA and Cytokines Analysis in Serum, PLF and BALF

Levels of NETs in serum were analyzed by Elisa. Elisa plates were coated with anti-H3Cit3 antibody (150 ng/well, ab5103) overnight at 4 °C. Then serum samples were incubated for about 2 h and rinsed 3 times for 3~5 min each time. POD-conjugated anti-DNA antibodies (Cell Death Detection ELISAPLUS, 11774425001, Roche, Hong Kong, China) were added to allow the antibodies to bind to the DNA-H3Cit3 complex, and then substrates were added to show color. The reaction was terminated with H_2_SO_4_, and OD 405 was detected by a microplate reader (SynergyTM Neo2, BioTek, USA).

The amount of cfDNA in serum, PLF, and BALF was measured by the INVITROGEN Qubit3.0 Fluorometer (Thermofisher, Waltham, MA, USA) using the Qubit™ dsDNA HS Assay Kit (Invitrogen, Q32854) according to the manufacturer’s instructions.

The levels of TNFα, IL-6, IL-1β, and HMGB1 in serum, PLF, and BALF were quantified using the ELISA kit from Boster Biological Technology Company (Wuhan, China) and Elabscience Biotechnology Company (Wuhan, China) according to the manufacturer’s instructions.

### 4.13. Flow Cytometry Detection

To analyze the quantity and ratio of neutrophils, isolated cell pellets in PLF or BALF were washed with cold PBS and resuspended in 100 μL of flow buffer (0.04% BSA in PBS). Then, cells were incubated with APC-labeled anti-human CD16 antibodies (STEMCELLTM, #60041AZ), FITC-labeled anti-human CD66b antibodies (STEMCELLTM, #60086FI), APC-labeled anti-mouse CD45 monoclonal antibodies (Invitrogen, 17-0451-82), or FITC-labeled anti-mouse Ly6g antibodies (Abcam, ab25024) at 4 °C for 30 min to allow binding. Upon removal of unbound antibodies by washing of the cells with PBS twice, cells were resuspended in flow buffer and placed in 4 °C and blocked from light prior to measurement. All flow-cytometry-based assays were performed on a Beckman CytoFLEX. Data were analyzed using CytoExpert software.

To detect the proportion and apoptosis of neutrophils in peripheral blood of mice, blood samples were collected from anesthetized mouse hearts. Red blood cells were lysed at 4 °C for 10 min. Leukocytes from the peripheral blood were collected after centrifugation. Cell pellets were washed with cold PBS and resuspended in flow buffer. Then, cells were incubated with APC-labeled anti-mouse CD45 monoclonal antibodies and FITC-labeled anti-mouse Ly6g antibodies at 4 °C for 30 min to allow binding. The cell size and granularity of neutrophils were determined based on the CD45 and Ly6G double positive cells. Apoptosis of this cell population was analyzed using Annexin V-FITC Apoptosis Detection Kit (C1062, Beyotime Biotechnology).

### 4.14. RNA Sequencing Analyses

About twenty-four hours after the administration, three mice were randomly selected from each group, and one side of their lung lobe was taken for RNA-seq analysis. The total RNA of each sample was extracted using TRIzol Reagent/RNeasy Mini Kit (Qiagen). Total RNA was quantified and qualified by Agilent 2200 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). 1 μg total RNA was used for library preparation. Next generation sequencing library preparations were constructed according to the manufacturer’s instructions. Then, libraries with different indices were multiplexed and loaded on an Illumina Novaseq instrument according to manufacturer’s instructions (Illumina, San Diego, CA, USA). Sequencing was carried out using a 2 × 150 paired-end (PE) configuration. Image analysis and base calling were conducted by the NovaSeq Control Software (NCS) + OLB + GAPipeline-1.6 (Illumina) on the NovaSeq instrument. The sequences were processed by GENEWIZ (Suzhou, China).

Reads were filtered for quality using the fastqc (version 0.11.9) and trim_galore (version 0.6.7) software and aligned to the ENSEMBL reference genome Mus_musculus GRCm39 using the Hisat2 software (version 2.2.1). Gene expression quantities were analyzed by the featureCounts software (version 2.0.1).

Differentially expressed genes (DEGs) were analyzed using R software (4.0.5) with the DESeq2 Bioconductor package. DEG was identified as a gene with a fold change over 2 and *p*-value less than 0.05. GO enrichment and KEGG pathways annotation were analyzed by using the clusterProfiler package.

### 4.15. Statistical Analysis

Distribution of the continuous variables was assessed using the Kolmogorov–Smirnov test. Depending on the normality, all continuous data were expressed as the mean ± standard error of mean (SEM) and statistical analyses were performed using the GraphPad Prism 8.0. (GraphPad Software Inc., La Jolla, CA, USA). Unpaired t test was used to analyze significant differences of the data between the groups. Kaplan–Meier curves and log-rank tests were performed to analyze the survival curve. Pearson’s correlation was used to estimate the association between NETs and cfDNA in serum. All the experiments were conducted independently with at least four replicates. *p* < 0.05 were considered statistically significant. The post hoc power analysis was performed using the G*Power software (Heinrich Heine University, Düsseldorf, Germany).

## Figures and Tables

**Figure 1:**
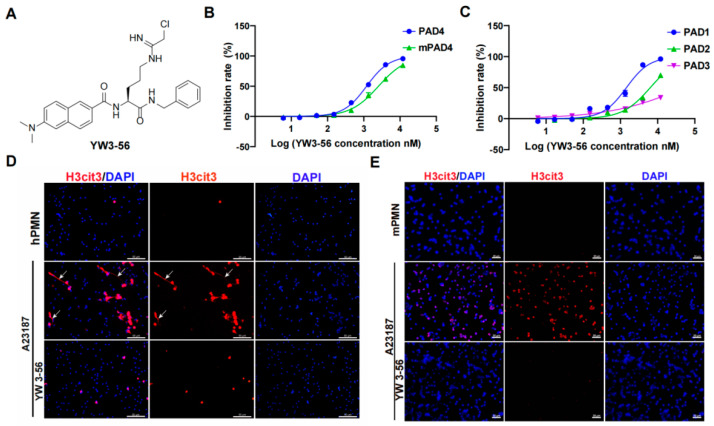
PAD inhibitor YW3-56 inhibits histone citrullination and NET formation. (**A**) YW3-56 is designed based on a structural similarity with the substrate of PAD family peptidylarginine. (**B**) YW3-56 inhibits mouse PAD4 and human PAD4 activity with IC50 of 2.54 × 10^3^ nM and 1.19 × 10^3^ nM. (**C**) YW3-56 inhibits PAD1, 2, and 3 with IC50 of 1.45 × 10^3^ nM, 6.34 × 10^3^ nM, and 53.43 × 10^3^ nM. (**D**) Upon calcium ionophore treatment, human peripheral blood neutrophils increased histone citrullination (red) and NET formation (white arrow) detected by immunostaining with a histone H3Cit (Cit2, 8, 17) antibody. DNA dye DAPI staining in blue. NET formation and histone citrullination were decreased upon YW3-56 treatment. (**E**) Mouse bone marrow neutrophils showed a dramatic increase of histone citrullination after calcium ionophore treatment. YW3-56 treatment blocked the increase of histone citrullination. Scale bars represent 50 μm. hPMN, human polymorphonuclear cell; mPMN, mouse polymorphonuclear cell; PAD, peptidylarginine deiminase. NET, neutrophil extracellular trap.

**Figure 2:**
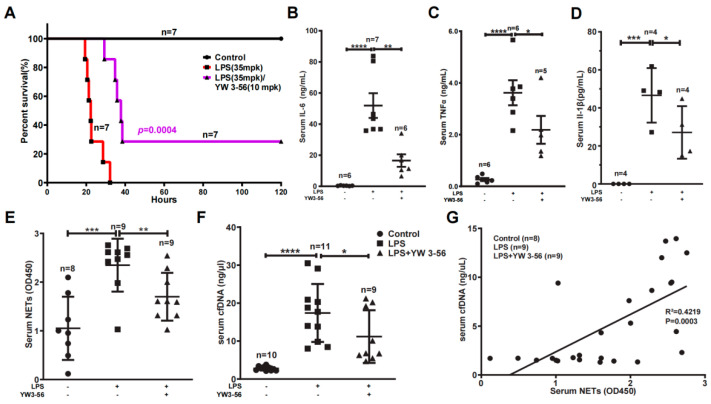
PAD inhibitor YW3-56 decreases endotoxic mouse death and serum NETs, cfDNA, TNFα, IL-6 and IL-1β levels. (**A**) In lethal LPS (35 mpk) induced endotoxic stress model, treatment with YW3-56 (10 mpk) decreased LPS mediated mouse death (*n* = 7 in each group). (**B**–**F**) Serum IL-6 levels (*n* = 6, 7, 6 in each group) (**B**), TNFα levels (*n* = 6, 6, 5 in each group) (**C**), IL-1β levels (*n* = 4 in each group) (**D**), NETs levels (*n* = 8, 9, 9 in each group) (**E**), and cfDNA levels (*n* = 10, 11, 9 in each group) (**F**) were much increased after LPS treatment, while YW3-56 treatment significantly decreased serum IL-6, TNFα, IL-1β, NETs and cfDNA levels. (**G**) Serum cfDNA levels had a strong correlation with the serum NET levels. The Person’s correlation analysis was used in survival analysis. All data in figures were presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. IL, interleukin; TNF, tumor necrosis factor; NET, neutrophil extracellular trap; cfDNA, cell free DNA; LPS, lipopolysaccharides.

**Figure 3:**
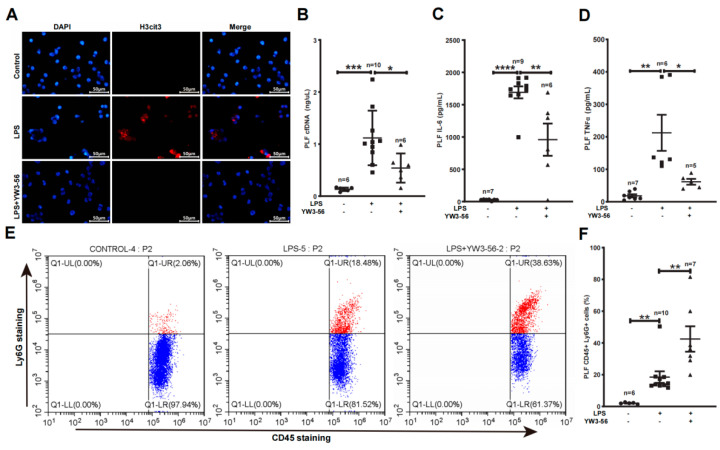
PAD inhibitor YW3-56 decreased netosis, cfDNA, IL-6 and TNFα levels and led to a high amount of neutrophil accumulation in peritoneal cavity. (**A**) After LPS treatment, neutrophils obtained from peritoneal lavage fluid (PLF) showed an increased histone citrullination (red) and netosis as detected by immunostaining with a histone H3Cit (Cit2, 8, 17) antibody and DNA dye DAPI staining (blue). NET formation and histone citrullination were decreased upon YW3-56 treatment. (**B**–**D**) PLF cfDNA (*n* = 6, 10, 6 in each group) (**B**), IL-6 (*n* = 7, 9, 6 in each group) (**C**) and TNFα (*n* = 7, 6, 5 in each group) (**D**) levels were much increased after LPS treatment, while YW3-56 treatment significantly decreased cfDNA, IL-6 and TNFα levels. (**E**,**F**) Percentage of neutrophils (*n* = 6, 10, 7 in each group) (CD45+ and Ly6g+) was significantly increased after LPS treatment, while YW3-56 treatment further neutrophil percentage. Scale bars represent 50 μm. All data in figures were presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. IL, interleukin; TNF, tumor necrosis factor; NET, neutrophil extracellular trap; cfDNA, cell free DNA; LPS, lipopolysaccharides; PLF, peritoneal lavage fluid.

**Figure 4:**
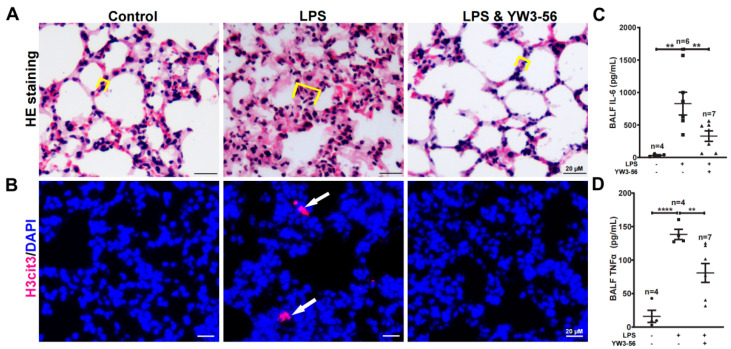
YW3-56 treatment decreased histone citrullination in lung sections, alveolar wall thickening, as well as IL-6 and TNFα levels in bronchoalveolar lavage fluid (BALF). (**A**) After LPS treatment, alveolar wall was much thickened analyzed with H&E staining. YW3-56 treatment largely reversed alveolar wall (yellow box line marked) thickening. (**B**) After LPS treatment, histone citrullination (red) was increased in lung sections detected by immunostaining with a histone H3Cit (Cit2, 8, 17) antibody and DNA dye DAPI staining (blue). Histone citrullination was decreased upon YW3-56 treatment. (**C**,**D**) BALF IL-6 (*n* = 4, 6, 7) and TNFα (*n* = 4, 4, 7) levels were much increased after LPS treatment, while YW3-56 treatment significantly decreased IL-6 and TNFα levels. Scale bars represent 20 μm. All data in figures were presented as mean ± SEM. ** *p* < 0.01; **** *p* < 0.0001. IL, interleukin; TNF, tumor necrosis factor; NET, neutrophil extracellular trap; cfDNA, cell free DNA; LPS, lipopolysaccharides; BALF, bronchoalveolar lavage fluid.

**Figure 5:**
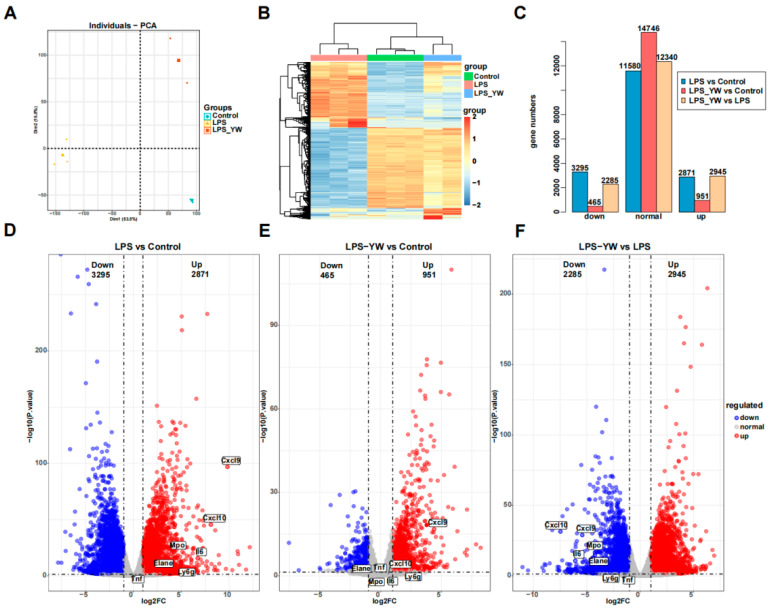
RNA-seq data analysis of lung tissues of mice from different treatment groups. (**A**) Principal component analysis found that there was no overlap between the three groups (Control group, *n* = 3; LPS group, *n* = 3; LPS/YW3-56 dual-treatment group, *n* = 2). (**B**) Hierarchical clustering of the 1000 most variable genes also demonstrated clear separation of three group of samples. (**C**,**D**) Differential expression analysis identified significant numbers of differential expressed genes in LPS relative to control samples (total 6166 genes with 2871 upregulated and 3295 downregulated). (**C**,**E**) Less numbers of differential expressed genes (1416 genes) in LPS and YW3-56 dual treatment relative to control samples were found, of which 951 genes were upregulated and 465 genes were downregulated. (**C**,**F**) 5230 of differential expressed genes in LPS and YW3-56 dual treatment relative to LPS treatment samples were found, of which 2924 genes were upregulated and 2285 genes were downregulated. PCA, principal component analysis; log2FC, log2 fold change; LPS, lipopolysaccharides treatment gruoup, LPS_YW, LPS and YW3-56 dual-treatment group.

**Figure 6:**
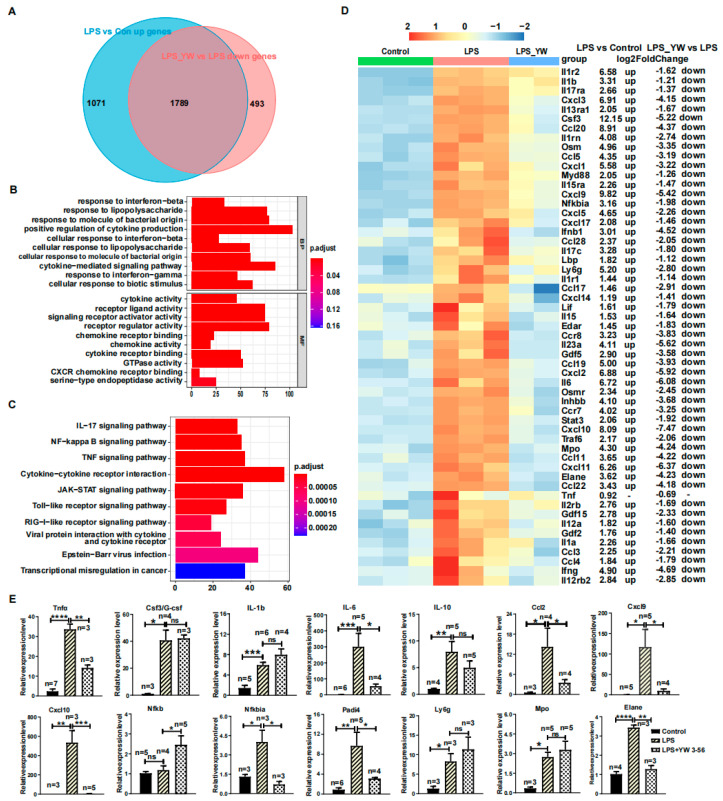
YW3-56 reversed LPS-induced upregulation of inflammation-related genes. (**A**) There were 1789 genes in the intersection of upregulated genes in LPS relative to control samples and downregulated genes of LPS and YW3-56 dual treatment relative to LPS treatment samples. (**B**) These 1789 genes were mainly enriched for biological processes such as positive regulation of cytokine production, cytokine-mediated signaling pathway, etc., and enriched for molecular functions including cytokine and cytokine receptor activity, chemokine and chemokine receptor activity, etc. (**C**) These 1789 genes were enriched in KEGG functional pathways including cytokine-cytokine receptor interaction, TNF signaling, JAK-STAT signaling, NF-kappa B signaling, IL-17 signaling etc. (**D**) The upregulated cytokines (*Il1a*, *Il1b*, *Il1rn*, *Il1f9*, *Il6*, *Il12a*, *Il15*, *Il17c*, *Il23a*, *Ifnb1*, *Ifng*, *Csf3*, *Lif*, *Osm*, *Gdf2*, *Gdf5*, *Gdf15*, *Inhbb*) and cytokines receptor (*Il1r1*, *Il1r2*, *Il2rb*, *Il12rb2*, *Il13ra1*, *Il15ra*, *Il17ra*, *Osmr*, *Edar*), chemokines (*Ccl3*, *Ccl4*, *Ccl5*, *Ccl11*, *Ccl17*, *Ccl19*, *Ccl20*, *Ccl22*, *Ccl28*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Cxcl9*, *Cxcl10*, *Cxcl11*, *Cxcl14*, *Cxcl17*) and chemokines receptors (*Ccr7*, *Ccr8*), NF-kappa B, IL-17 and Toll-like receptor signaling pathway genes (*Nfkbia*, *Myd88*, *Lbp*, *Traf6*) were reversed by YW3-56. The upregulated neutrophil marker genes (*Elane*, *Mpo*, *Ly6g*) caused by LPS were also reversed by YW3-56. (**E**) Quantitative-PCR analysis confirmed that the upregulated gene expression by LPS, including *Il6*, *Ccl2*, *Cxcl9*, *Cxcl10*, *Nfkbia*, and *Elane.* was reversed by YW3-56 (*n* ≥ 3). All data in figures were presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## Data Availability

All data are available in the main text and the supplementary materials. The RNA-sequencing data presented in this study has been deposited in GEO under accession No. GSE203340.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232113264/s1.

How the deposited data were processed for this re-analysis (not part of the article)

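Lung RNA-seq was analysed from 8 mice: 3 control, 3 given LPS and 2 given LPS and YW3-56. The authors filtered the reads with fastqc and trim_galore, aligned them to GRCm39 with Hisat2, counted them per gene with featureCounts and deposited the raw counts, without normalization, for each mouse. The paper's text does not name the annotation release, the strand setting or the handling of reads that map to several places, so values of paralogs and of overlapping or antisense genes are uncertain. Total counts per library ran from 19061949 to 20908608. Of the 55416 gene identifiers, 54749 matched the GENCODE M39 annotation of GRCm39, which gave symbols and coordinates, and the 667 others held 0.0533% of all counts.

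The counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr by group, and the quasi-likelihood test on all 8 libraries with 1 group factor, which leaves 5 residual degrees of freedom. A DEG had a fold change over 2 and an unadjusted p-value under 0.05, the criterion of the paper's methods, and Benjamini-Hochberg adjusted p-values over the 18560 tested genes were computed beside it. The authors used DESeq2, which was run here (version 1.42.0) as an alternative. Values per mouse are TMM-normalized CPM, and log2 values for the principal components, distances and clusters used a prior count of 2. Standard errors of log2FC were taken from the size of the log2FC and its F statistic. A group with at most 3 counts in every library was treated as being at a floor, and folds against it are lower bounds.

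The procedure was tested on simulated counts for 18560 genes, of which 200 were changed by 2 on the log2 scale. With unadjusted p-values and the fold criterion, 95.5% of the changed genes were recovered for the LPS group and 96.0% for the dual-treatment group, and 1.14% and 1.39% of unchanged genes were called. With adjusted p-values 72.0% and 70.5% were recovered. DESeq2 recovered 96.5% for the dual-treatment group. The counts were drawn from edgeR's own fit, with as many genes raised as lowered and no difference in composition between libraries. In the real data 40.1% of genes met the criterion with LPS. The simulation therefore does not bear on the choice of normalization.

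The genes named are those of the paper's RNA-seq text and figures, lists of marker genes and families, and, for each comparison, the 3 highest and the 3 lowest fitted log2FC among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between groups. Genes named outside this rule are marked as such. These choices, and the alternatives (DESeq2, other scalings, filters and thresholds, the 2 compared groups only, and leaving out each mouse), were set before the data were examined. The patterns that sort genes into families were corrected after the files were opened and before any test was run, because receptors had been counted as interleukins. Lists for squamous epithelium, skeletal muscle and macrophages, and offsets for GC content and gene length, were added after the data were seen. Gene ontology and KEGG enrichment were not analysed here, and symbol families were tested in their place. Serum, lavage, imaging and quantitative PCR measurements were not analysed here.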

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

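The tests of neighbouring tissue, normalization, GC content and length, blood and the gap between neutrophil sets were chosen after these patterns were seen. The test of mature neutrophil genes was set before, but the rule that decides it was written after values of single genes had been seen, and was changed last to use values relative to all genes.

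Genes of squamous epithelium, which the paper does not discuss, stood 4.76 above the highest control library (mean log2 score) in the highest LPS library. The scores were 5.24 in LPS mouse 6 and 6.31 in LPS mouse 7, and 1.10 in LPS mouse 1. The control libraries scored 1.44, 1.55 and 1.50, and dual-treated mice 2 and 5 scored 1.44 and 1.64. A candidate explanation is tissue from outside the lung, such as oesophagus, in 2 of the dissected samples. Skeletal muscle genes, without *Acta1*, which had been seen first, scored 4.14 in LPS mouse 6 and 5.23 in LPS mouse 7, and 1.65 in LPS mouse 1, against at most 1.81 in control. Both sets lay on the same side of the highest control in 4 of the 5 treated libraries. The exception was dual-treated mouse 5, whose squamous score was slightly above the highest control. The pattern therefore cannot be told apart from neighbouring tissue. *Crct1* and *Krt16*, named at the claims, were high in the same 2 LPS mice. No biological explanation was tested.

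A list of 15 macrophage genes chosen apart from those first seen rose in dual-treated lungs by a median of 1.46 on the log2 scale against control, and by 0.98 against LPS. LPS alone also raised its median, by 1.00 against control, with 9 genes higher and 5 lower by an adjusted p under 0.05 from edgeR's quasi-likelihood test, so for this list the rise against control is not confined to the dual treatment. In dual-treated against LPS lungs 10 of the 15 genes were higher and 1 lower by the same test. Each dual-treated mouse scored above each other mouse (exact permutation test against LPS, two-sided, p = 0.1, the smallest that 3 mice against 2 allow). Relative to the median of all genes the list of 15 was 0.917 higher in dual-treated than in LPS lungs, where a shift of all genes alike would leave 0. Subtracting that median cancels the scaling, so other scalings are no further check. With offsets for GC content and gene length it was 0.816 higher. Erythrocyte genes had a median log2FC of -2.41 in dual-treated against LPS lungs, which goes against more blood in the dual-treated samples. Against control their median was -2.89 in dual-treated and -0.22 in LPS lungs. All 5 were lower in dual-treated lungs than in control by an adjusted p under 0.05 from edgeR's quasi-likelihood test. The dual-treated samples thus differed from both other groups in these genes, and the cause was not tested. A hypothesis is that lungs may hold more macrophages, or more active ones, after the dual treatment than after LPS alone. The list of 15 was tested on the same libraries in which the pattern was seen, with 2 dual-treated mice. A first list of 16 genes, written around genes already seen to rise in dual-treated lungs, had a median of -0.0454 in LPS and 2.14 in dual-treated lungs against control, relative to the median of all genes.

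The 13 genes listed for mature neutrophils rose in dual-treated lungs by a median log2FC of 3.66 against control, although *Mpo* and *Elane* did not. From LPS to dual treatment their median changed by -0.14 relative to the median of all genes, and that of primary granule genes by -3.05. Here too other scalings are no further check. Without that reference the mature median was -0.0831 with TMM and 0.24 with library size only, which moved the median of all genes to 0.38. The mean log2 score of the mature set was nevertheless lower in each dual-treated mouse than in each LPS mouse. It was 6.39 and 6.47 in dual-treated mice 2 and 5, and 6.88, 7.22 and 6.52 in LPS mice 1, 6 and 7. The gap between the mean log2 scores of the mature and the primary granule set was higher in each dual-treated mouse than in each LPS mouse, by at least 1.90, and by at least 0.977 without *Mpo* and *Elane*. This goes against a loss of neutrophils that lowers both sets alike. A smaller loss of neutrophils could still add to the fall of *Mpo* and *Elane* and cannot be told apart from a change within neutrophils, since the members of the mature set parted. By an adjusted p under 0.05 from edgeR's quasi-likelihood test 4 genes were higher and 4 lower. *Retnlg* changed by 1.49, *Mmp8* by 1.08 and *Cxcr2* by 1.48, while *Camp* changed by -2.96, *Ltf* by -2.21 and *Lcn2* by -2.19. These genes were singled out from the set after their values were seen. Whether each gene of the set marks the mature stage, or neutrophils alone, was not tested. The split may therefore come from the make-up of the list.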

How the results depend on the processing

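The GC content and length offsets were chosen after seeing the data. No paired analysis was possible because the groups compared share at most 1 animal number.

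DESeq2, median-of-ratios factors, library size only, no filter, the 2 compared groups only, adjusted p-values, and the GC content and length offsets each gave the 3 counts of DEGs and the count of reversed genes within 1.5 times of the values at the claims. With at least 10 counts in every library, 4951 genes differed between LPS and control, 1212 between dual treatment and control and 4251 between dual treatment and LPS, and 1337 were reversed. Without a fold threshold these counts were 12916, 5658, 11798 and 4688. With a test against a fold change of 2 they were 4780, 368, 3378 and 1076. With library size only, the share of upregulated DEGs was 32.7% for LPS against control (45.7% with TMM) and 73.9% for dual treatment against LPS (58.4% with TMM). That scaling moved the median of all genes to -0.29 and 0.38 on the log2 scale in these comparisons. For dual treatment against control, the test against a fold change of 2 gave 333 upregulated and 35 downregulated genes, and no fold threshold gave 2921 and 2737.

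Across the fits that each left out 1 mouse, the DEGs of LPS against control ranged from 7122 to 7840, those of dual treatment against control from 1745 to 1976 and those of dual treatment against LPS from 6205 to 6480. The reversed genes ranged from 1989 to 2179. Leaving out a dual-treated mouse leaves 1, so no calls were made there in comparisons with that group.

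The share of variance on the first component was 58.8% with unit variance, 77.0% with the 1000 most variable genes and 73.8% with variance-stabilized values, against 70.1%. The 2 largest clusters held 88.2% of genes chosen by variance-stabilized values, 95.8% with average linkage and 91.4% with 500 genes, against 66.7%. The cause was not tested. The mean correlations of dual-treated with control and with LPS libraries kept their signs under each alternative tried. The odds ratio of chemokine receptors among reversed genes passed the threshold without a filter (3.34, adjusted p = 0.028) and with DESeq2 (3.49, adjusted p = 0.024), and the other families kept their side of it.

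Across the fits that each left out 1 mouse, the log2FC in dual treatment against control ranged from -0.66 to 1.30 for *Il6*, from -0.56 to 1.26 for *Cxcl10* and from -0.50 to 0.47 for *Mpo*. It was negative for *Il6* and *Cxcl10* without dual-treated mouse 2, and for *Mpo* without control mouse 4 (-0.44) or dual-treated mouse 5. With the GC content and length offsets that of *Mpo* was -0.0465. For *Ccl4* it ranged from -0.17 to 0.35 and was negative without control mouse 1 (-0.0275), control mouse 2 (-0.0772) or dual-treated mouse 2, and with the offsets (-0.16). For *Cxcl14* it ranged from -0.54 to 0.0139, and was positive without dual-treated mouse 5. For *Il10* in dual treatment against LPS it ranged from -1.31 to 0.72, was -0.19 without LPS mouse 7 and was -0.0005 with median-of-ratios factors. The cause was not tested. Among comparisons of single genes 4 others became stronger, 10 became weaker and 45, in fits left with 1 dual-treated mouse, moved by more than 1 standard error.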

Differences from the paper's values

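The criteria for a difference allowed a ratio of 1.5 for counts and 1 standard error for log2FC. By them, none of the 10 counts of genes in the paper's text differed in the setting used at the claims. Nor did any of the 108 values read by eye from Fig. 6D. All 10 counts were nevertheless higher here, so the paper's counts were not reproduced. DESeq2, the paper's method, gave 8005 DEGs for LPS against control, where the paper gives 6166. It gave 1985 for dual treatment against control and 6792 for dual treatment against LPS, where the paper gives 1416 and 5230. The cause was not tested.

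The paper states that *Csf3* and *Cxcl9* fell after the dual treatment to levels without a significant difference from normal lungs. Here *Csf3* was at least 27.0-fold higher than in control lungs (adjusted p = 0.015) and the log2FC of *Cxcl9* was 4.40 (adjusted p = 0.000338), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both still met the criterion in each alternative that gave a p-value for them as single genes. The bound for *Csf3* rested mainly on dual-treated mouse 2, with 159 counts, against 10 in mouse 5 and at most 1 in any control library. The size of the difference is therefore uncertain. The paper states the same of *Ly6g*, which met the unadjusted criterion here with a log2FC of 2.42 and did not pass with adjustment (adjusted p = 0.0622 from the same test).

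Fig. 6E, a quantitative PCR panel, shows *Padi4* higher with LPS and lower after the dual treatment. Here its log2FC was -0.58 in LPS against control (adjusted p = 0.213) and 1.90 in dual-treated against LPS lungs (adjusted p = 0.00371), from the same test. For *Csf3*, *Il1b*, *Mpo* and *Ly6g* the panel shows no fall from LPS to dual treatment, where the log2FC here was -5.19, -1.16, -4.18 and -2.75. With library size only that of *Il1b* was -0.83 and did not meet the criterion. The paper states that *Ccl2* was reversed in the panel, and here its log2FC from LPS to dual treatment was -0.80 (adjusted p = 0.157 from the same test). It met the unadjusted criterion without LPS mouse 6 (-1.06) or LPS mouse 7 (-1.07), and was -0.0952 without LPS mouse 1. The other alternatives that gave a p-value for it did not meet the criterion.

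The paper states that clustering of the most variable genes separated the 3 groups. Here the 3 branches of the tree under complete linkage, average linkage or 500 genes kept control and dual-treated mice together. Under Ward linkage, or with genes chosen by variance-stabilized values, they were the 3 groups.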

Other observations

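The tests of GC content and gene length and of less heart tissue were chosen after the result was seen, and the other tests of this part were set before, except that the 75% used for regression to the mean was chosen after other results were known.

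The real split of the 3 control and 3 LPS mice was the only 1 of 10 splits with as many DEGs, at 7450. The next largest count was 318. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this test alone. After offsets for GC content and gene length, 7441 DEGs were found, of which 6948 were called in the same direction without them, so these biases do not fully explain the count.

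The larger number of DEGs after LPS than after the dual treatment could come from having 3 LPS mice against 2 dual-treated mice. With 1 LPS mouse left out, at least 7122 DEGs were found, against 1944 for the dual treatment, so the number of mice does not account for it.

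Since the LPS libraries enter both comparisons, reversed genes could arise from regression to the mean. Of the genes called upregulated without 1 LPS mouse, at least 85.4% were lower in dual-treated lungs than in the mouse left out, where a share near 50% would mark that explanation and a share over 75% was taken to go against it.

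Genes that changed in dual-treated lungs but not in LPS lungs could come from heart, thymus or brown fat in the samples. The largest excess of a dual-treated mouse over the highest control among the scores of these 3 tissues was -0.082, so no set was higher, which goes against more of these tissues as the source of the rises. It does not bear on the 250 of the 704 genes that fell. Relative to the median of all genes, the median log2FC of cardiac muscle genes against control was -1.61 in dual-treated lungs and -0.0448 in LPS lungs. In dual-treated lungs 4 of 5 were lower by an adjusted p under 0.05 from edgeR's quasi-likelihood test. The highest cardiac score of a dual-treated mouse minus the lowest of the other mice was -0.82, which restates the fall of the same genes. Of the 5 genes, 4 were among the 250. The falls of these 4 genes cannot be told apart from less heart tissue in the dual-treated samples, and the test does not bear on the rest of the 250. Y-linked genes had 0 CPM at most in any library, so none pointed to a male mouse. The paper's methods state that the mice were female, so this test cannot show a swap between them, and mislabelled samples cannot be excluded by it.

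*Padi4*, which encodes an enzyme that YW3-56 inhibits, had 4.61 ± 0.525 CPM in LPS lungs (SD, n = 3) and 11.4 and 23.1 in dual-treated mice 2 and 5. No difference in *Il10* was detected between dual-treated and LPS lungs (log2FC 0.05, adjusted p = 0.945 from edgeR's quasi-likelihood test). Its log2FC ranged from -1.31 to 0.72 across the fits that each left out 1 mouse, so a difference in either direction is not excluded.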
